# Transcriptome profiling reveals exposure to predicted end-of-century ocean acidification as a stealth stressor for Atlantic cod larvae

**DOI:** 10.1038/s41598-019-52628-1

**Published:** 2019-11-15

**Authors:** F. H. Mittermayer, M. H. Stiasny, C. Clemmesen, T. Bayer, V. Puvanendran, M. Chierici, S. Jentoft, T. B. H. Reusch

**Keywords:** Climate-change ecology, Molecular ecology

## Abstract

Ocean acidification (OA), a direct consequence of increasing atmospheric CO_2_ concentration dissolving in ocean waters, is impacting many fish species. Little is known about the molecular mechanisms underlying the observed physiological impacts in fish. We used RNAseq to characterize the transcriptome of 3 different larval stages of Atlantic cod (*Gadus morhua*) exposed to simulated OA at levels (1179 µatm CO_2_) representing end-of-century predictions compared to controls (503 µatm CO_2_), which were shown to induce tissue damage and elevated mortality in *G. morhua*. Only few genes were differentially expressed in 6 and 13 days-post-hatching (dph) (3 and 16 genes, respectively), during a period when maximal mortality as a response to elevated *p*CO_2_ occurred. At 36 dph, 1413 genes were differentially expressed, most likely caused by developmental asynchrony between the treatment groups, with individuals under OA growing faster. A target gene analysis revealed only few genes of the universal and well-defined cellular stress response to be differentially expressed. We thus suggest that predicted ocean acidification levels constitute a “stealth stress” for early Atlantic cod larvae, with a rapid breakdown of cellular homeostasis leading to organismal death that was missed even with an 8-fold replication implemented in this study.

## Introduction

Global change, caused by diverse anthropogenic activities, is the defining characteristic of the Anthropocene^1^ and has already started to affect marine ecosystems (reviewed by Doney *et al*.^2^). One of the major first order effects with direct causal linkage to human activity is ocean acidification (OA). It is caused by the uptake of rising atmospheric CO_2_ concentrations, from fossil fuel burning and altered land use, by ocean waters. The increases in ocean *p*CO_2_ and the resulting decreased ocean pH as well as lowered carbonate saturation state^3^ have been shown to impact marine ecosystems^3–5^, particularly calcifying species including foundation species such as corals^6^. For marine fish species, results are more complex, i.e. change in thermal window range for different life stages^7^. Most adult fish seem to be less susceptible to increased *p*CO_2_ compared to early life stages^8–10^. Due to their high capability of acid-base regulation some adult fish can tolerate *p*CO_2_ levels of >8000 µatm^11^, far exceeding the projections of ocean acidification for the near future^12^. In contrast, exposure of early life stages to increased *p*CO_2_ has been shown to induce severe effects on their performance such as decreased hatching success^10^, increased larval mortality^9^, but also increase in growth and faster developmental patterns^8,13,14^, decreased oxygen consumption rate^15^ and impaired sensory abilities and behaviour^16,17^. Further, changed otolith and bone development^14,18,19^ as well as tissue and developmental damages^14,20,21^ have been observed. Yet, it has so far been difficult to link all these effects to fitness consequences.

Some regulatory mechanisms and capabilities of adult fish to achieve and sustain acid-base balance such as bicarbonate regulation in the blood plasma or hydrogen and bicarbonate excretion have been identified^22–24^, but very little is known about acid-base regulation in early life stages. Gill epithelia, the most important tissue for acid-base regulation in adult fish^22^, are only developing in larvae, with a complete absence at hatch in cod larvae (for cod see^25^). During early development, all proton excretion occurs via chloride cells (Na^+^/K^+^ ATPase-rich ionocytes). These are located in the skin^26^ and the primordial gill cavity^10^. The detrimental effects of OA on larvae are most likely due to the organism’s limited ability to regulate their acid-base balance or the cost of increased regulation. The increased cost of acid-base regulation in an acidified ocean could have potential impacts on the fitness of the larvae^14,24,27^.

With the increasing availability of next generation sequencing techniques, global transcriptome profiling in non-model organisms has become possible and affordable. This allows to elucidate the molecular basis for observed physiological impairments, and thus, a more detailed characterization of the stress phenotypes^28^, with the ultimate goal to understand how exactly OA perturbs larval physiology. There are, so far, few attempts on untangling the full transcriptomic response to ocean acidification stress in fish. Most studies are based on candidate gene approaches concentrating on acid-base regulation^29,30^ in adult fish. More recent studies have, however, employed whole transcriptome sequencing methods such as RNAseq (for a review see^31^) and identified differentially expressed (DE) genes. In these studies the focus was mainly on the cellular stress response^32^ and neurological signalling in adult fish^33^. Underlying transcriptomic mechanisms of above mentioned effects during early development remain unclear, and thus, even fewer studies have focused on the gene expression changes to ocean acidification in eggs and larvae^13^.

Ocean acidification, including a decrease in pH, as well as changes in temperature and hypoxia, can impact the function of many cellular processes and cause damages to cellular macromolecules such as DNA and proteins^34^. In order to avert damage, cells can react to harmful changes in their cellular environment by means of the cellular stress response (CSR) defined by Kültz^34^. The CSR is manifested as the minimal stress proteome, consisting of circa 300 proteins with a core number of highly conserved genes throughout all organisms^35^. Proteins of the CSR are mainly involved in molecular chaperoning, DNA repair, protein folding, redox regulation and energy metabolism. Cells initiate a CSR in response to damaged macromolecules by increasing transcription of the genes encoding for the stress proteome. This leads to increased concentration of CSR proteins while their activity is further controlled by post translational modifications^35^. Increased *p*CO_2_ levels are known to induce differential expression of genes of the CSR in tissues of adult fish^32^ but again very little is known about the CSR in larval fish under the stress that is imposed by increased *p*CO_2_.

In order to elucidate the physiological basis of ocean acidification effects in Atlantic cod (*Gadus morhua*) larvae, a key species of ecological and economic importance in the North Atlantic, in response to simulated ocean acidification levels, this study employed global gene expression profiling via mRNA sequencing (RNA-Seq). Atlantic cod embryos and subsequent larvae were exposed to either ambient/control (503 µatm) or end-of-century *p*CO_2_ concentrations (1197 µatm). The sampling dates for the RNA-Seq were based on important physiological changes occurring in the cod larvae^36,37^ and on the observation of phenotypic traits and mortality^9,14^ at those time points. The phenotypic effects of that experiment have been reported before^8,13^. The *p*CO_2_ treatment concentrations reflecting future ocean states were chosen according to RCP 8.5^12^ and represent the global mean ocean acidification level predicted for 2100. Note that on a regional scale (the Barents Sea) these levels will most likely be reached earlier or under more optimistic climate scenarios^38^. A more detailed description of the experimental set-up has been published elsewhere^8^. In short, end-of-century prediction OA levels were shown to induce dramatic consequences for fitness related measurements, i.e. a doubling in the daily mortality rate (from 7% in ambient to 13% in high *p*CO_2_ treatment)^9^ and other severe phenotypic differences like changes in ossification rates in the vertebrae, gill development and tissue histology such as liver vacuolization^14^.

Although a small number of studies have examined gene expression in fish larvae in response to ocean acidification, these studies have been limited to candidate genes related to stress response^39^ or acid-base regulation^13^, which did not allow for the identification of potentially important genes and pathways under differential expression when exposed to simulated ocean acidification. To our knowledge, this is the first study that addresses the effect of OA on the whole transcriptome of marine fish larvae comparing different developmental stages. In addition, special emphasis was placed on gene families connected to the CSR to address the question if Atlantic cod during early developmental stages show signs of cellular stress in response to ocean acidification.

## Results

### Larval dry weight

To assess the impact of simulated ocean acidification levels on growth performance in the Atlantic cod larvae, dry weight measurements were recorded at 5, 15 and 36 days-post-hatch (dph). The first two early larval stages measured: 5 dph (Fig. 1a) and 15 dph (Fig. 1b), showed no differences in dry weight between ambient and high *p*CO_2_ treatment (F_1,3.73_ = 6.00, *p* = 0.08 and F_1,3_ = 2.06, *p* = 0.25, respectively) (full results SI Table 1). A significant difference in dry weight was observed at 36 dph (Fig. 1c), where larvae from the high *p*CO_2_ treatment were significantly heavier than larvae from the ambient treatment^14^. With increasing larval age the variance in dry weight of larvae from the high *p*CO_2_ treatment increased compared to the variance in the ambient treatment.

**Figure 1:**
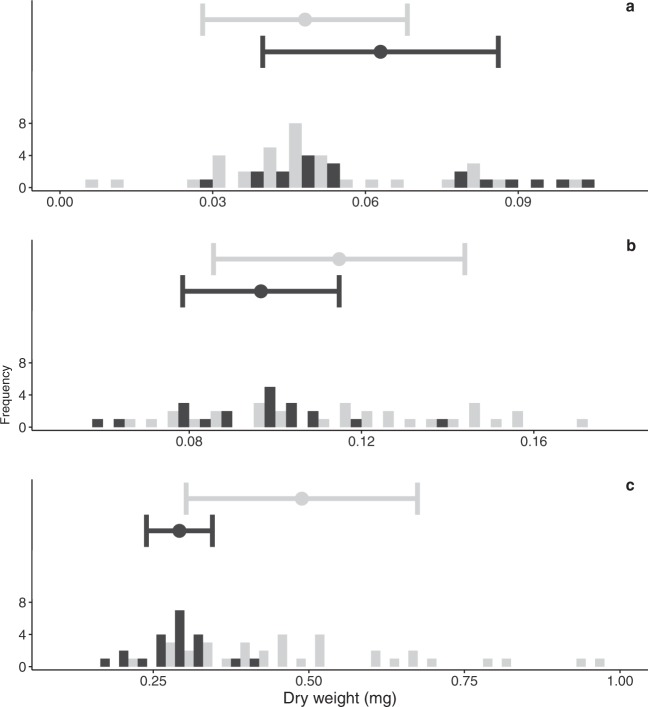
Means and histograms of larval dry weight in mg at (**a**) 5 dph, (**b**) 15 dph and (**c**) 36 dph (modified from Stiasny *et al*.^13^). Grey bars correspond to larvae from the high *p*CO_2_ (~1179 μatm) treatment, black bars correspond to larvae from the ambient (~503 μatm) treatment. The centre represents the mean, the whiskers standard deviation (SD).

### Global gene expression profiling via RNA sequencing

For assessment of changes in individual gene expression patterns, transcriptome profiling (RNAseq) was performed on 8 biological replicates for each treatment (ambient and increased *p*CO_2_) at each of the three sampling points 6, 13 and 36 dph. 

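Whole larvae from the ambient (503 µatm) and high pCO2 (1179 µatm) treatments were sequenced one by one, so that each of the 48 libraries came from 1 larva, with 8 larvae per treatment at 6, 13 and 36 dph. For each library the authors deposited Kallisto's estimated counts of read pairs for 23243 transcripts, which were not normalized, together with the transcripts' effective lengths and TPM values. The sample labels also give the rearing tank. The labels name 11 tanks in all, more than the paper's experimental setup describes. At 6 dph the larvae came from 3 ambient tanks (113, 116 and 124) and 3 high pCO2 tanks (144, 149 and 151). None of these tanks was sampled at 13 or 36 dph. At 13 and 36 dph they came from 2 ambient tanks (121 and 127) and 3 high pCO2 tanks (137, 143 and 148). Estimated counts were rounded and tested at each age with edgeR's quasi-likelihood test after TMM normalization and its default filter on low counts, with Benjamini-Hochberg adjustment and a threshold of 0.05. Larvae were the replicates in this main fit. Because each tank held only 1 treatment, tank could not enter as a fixed factor, and it was examined by summing the counts of each tank, by a random tank effect in limma and by leaving out each tank in turn. Levels are given as CPM, the counts edgeR scales by the normalized library size. Transcripts are identified by the authors' IDs. Gene names were attached by matching the values printed in SI Tables 4 to 6 to a DESeq2 fit of the same counts, so for these genes the DESeq2 values equal the paper's by construction. SI Table 7 did not meet the criteria fixed for this matching, and its genes are not analysed here.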

Illumina sequencing generated a total of 3.4 * 10^9^ raw reads (sample average 35.5 * 10^7^ read-pairs 151 bp in length) with a range of 3.07–6.61 * 10^7^ reads. After adaptor trimming and discarding unpaired reads, an average of 3.52 * 10^7^ paired reads per biological replicate remained (For more information SI Table 2). On average, 69.2% of reads per sample could be uniquely assigned to the transcriptome generated from the annotated genome.

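The estimated counts summed to between 20016200 and 44297800 read pairs per larva, with a median of 23950400 over the 48 larvae. At 6 dph the median was 23384800 in the ambient and 24195800 in the high pCO2 treatment. At 13 dph it was 24282550 and 23675050, and at 36 dph 23051400 and 24823850. The deepest libraries were all ambient: 2 at 13 dph and 3 at 36 dph exceeded every high pCO2 library of their age. Divided by the average number of filtered read pairs that SI Table 2 gives for each group, the mean counts made up 73.4% (ambient) and 74.4% (high pCO2) at 6 dph, 74.9% and 75.0% at 13 dph, and 64.9% and 73.6% at 36 dph, each over n = 8 larvae.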

Larvae sampled at 6 dph revealed only three differentially expressed (DE) genes (p_adj_ < 0.05, FDR = BH) (SI Table 4). 

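Of the 19490 transcripts tested at 6 dph, 0 had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test of 8 ambient against 8 high pCO2 larvae. Between 22650700 and 25782300 read pairs per larva were counted at this age. The count changed most with DESeq2 in place of edgeR, which gave 3 genes with its current defaults, and without tank 151, where edgeR gave 3 genes. The directions differed: all 3 DESeq2 genes were lower under high pCO2, whereas 2 of those without tank 151 were higher and 1 lower.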

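The 3 genes of SI Table 4 were lower under high pCO2 in this test too, without passing the threshold. MEP1B (GAMO_00029124-RA) had 7.50 ± 2.78 CPM (SD, n = 8 larvae) in the ambient and 3.591 ± 1.118 (SD, n = 8) in the high pCO2 treatment, a log2 fold change of -1.06 (standard error 0.219, adjusted p = 0.696 from edgeR's quasi-likelihood test). Ugt2a2 (GAMO_00040558-RA) had 65.7 ± 8.33 and 48.5 ± 6.13 CPM (SD, n = 8 each), a log2 fold change of -0.439 (standard error 0.0844, adjusted p = 0.696, edgeR). For ANKRD6 (GAMO_00053755-RA) the values were 4.39 ± 0.584 and 2.53 ± 0.792 (SD, n = 8 each) and -0.791 (standard error 0.162, adjusted p = 0.696, edgeR). In each of the 3 genes, 7 of the 8 high pCO2 larvae lay below all ambient larvae. DESeq2 with a normal prior and length offset moved the adjusted p-value of all 3 to 0.0138 and the log2 fold change of MEP1B to -0.3797.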

All three genes were downregulated in the high *p*CO_2_ treatment compared to the ambient treatment. 

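At 13 dph, 1 of 19620 tested transcripts passed the threshold in edgeR's quasi-likelihood test, ANXA5 (GAMO_00048499-RA), which was higher under high pCO2. It had 0.943 ± 0.152 CPM (SD, n = 8 larvae) in the ambient and 2.53 ± 0.472 (SD, n = 8) in the high pCO2 treatment, a log2 fold change of 1.42 (standard error 0.14996, adjusted p = 0.000333, edgeR). All 8 high pCO2 larvae lay above all ambient larvae. With the counts of each tank summed its adjusted p-value in edgeR was 0.999992 at a log2 fold change of 1.44. It was 0.0558 without tank 127 and from 0.00160 to 0.0499 without each of the other tanks in turn. With a random tank effect in limma it was 0.0132, and the tank means were 0.975 and 0.912 CPM in the ambient and 2.50, 2.61 and 2.52 CPM in the high pCO2 tanks. With DESeq2, 16 genes passed with a normal prior and length offset, 7 of them higher under high pCO2, and 17 passed with current defaults.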

In 13 dph larvae, 16 genes were differentially expressed but unlike the youngest larvae, 7 genes were upregulated under high *p*CO_2_ (SI Table 5). 

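Whether the response to high pCO2 differed between ages was tested directly with the interaction of treatment and age in 1 edgeR fit over all 48 larvae. The difference between treatments changed from 6 to 36 dph in 403 of 20570 transcripts and from 13 to 36 dph in 1753 transcripts at an adjusted p-value under 0.05. Between 6 and 13 dph it changed in 0 transcripts. Summing the counts of each tank gave 7 and 14 transcripts and a random tank effect 55 and 1398, while DESeq2 with current defaults gave 803 and 2304. Larvae of 6 dph came from other tanks than those of 13 and 36 dph. A change between 6 dph and a later age could therefore also reflect the tanks. The paper calls the response at the first 2 ages low and contrasts it with that of the oldest larvae.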

This low transcriptomic response at the first two early larval stages stood in strong contrast to the response manifested in the expression patterns of the oldest group as visualized in the fold change/mean counts plots (MAplots) (Fig. 2). In 36 dph larvae, 1413 genes were differentially expressed, 19 of which were up- or down-regulated by a factor of 2 or more (SI Table 6).

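At 36 dph, 296 of 19988 tested transcripts passed an adjusted p-value of 0.05 in edgeR's quasi-likelihood test of 8 ambient against 8 high pCO2 larvae. Of these, 127 were higher and 169 lower under high pCO2, and 54 had an absolute log2 fold change of at least 1. Between 20016200 and 41951100 read pairs were counted per ambient larva and between 22796600 and 26048800 per high pCO2 larva. The transcripts with the largest fold changes that kept their direction whichever tank was left out differed in how far the larvae of each treatment were apart. Fosb (GAMO_00011652-RA) had 3.53 ± 0.487 CPM (SD, n = 8) in the ambient and 0.472 ± 0.250 (SD, n = 8) in the high pCO2 treatment, without overlap. GAMO_00014350-RA, with the largest log2 fold change of -6.05 (standard error 1.32, adjusted p = 0.0339, edgeR), ranged from 0.315 to 613 CPM in ambient larvae, and no high pCO2 larva lay below all of them. The number of genes varied with the larvae included: it was 1886 without tank 137 and 11 without tank 121. With the counts of each tank summed it was 4 and with a random tank effect in limma 264. The correlation within tanks in that limma fit was -0.0109, so it hardly adjusted for tank. DESeq2 with a normal prior and length offset gave 1416 genes, 19 of them changed by a factor of 2 or more. The balance of directions also varied: 858 of the DESeq2 genes were higher and 558 lower under high pCO2, and 1234 and 652 without tank 137. With the random tank effect, 88 were higher and 176 lower.

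**Figure D1:**
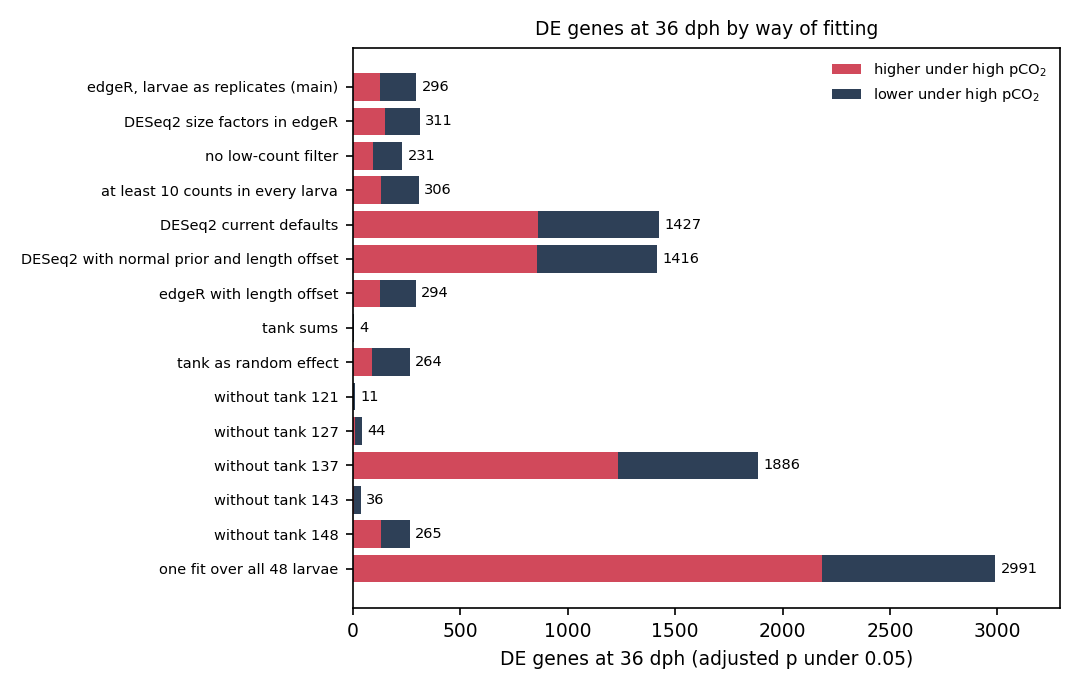
Number of DE genes at 36 dph (horizontal axis) under each way of fitting the counts (vertical axis), with genes higher and lower under high pCO2 as the 2 parts of each bar. The main fit gave 296 genes, the sums of each tank 4, and the fit without tank 137 gave 1886.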

**Figure 2:**
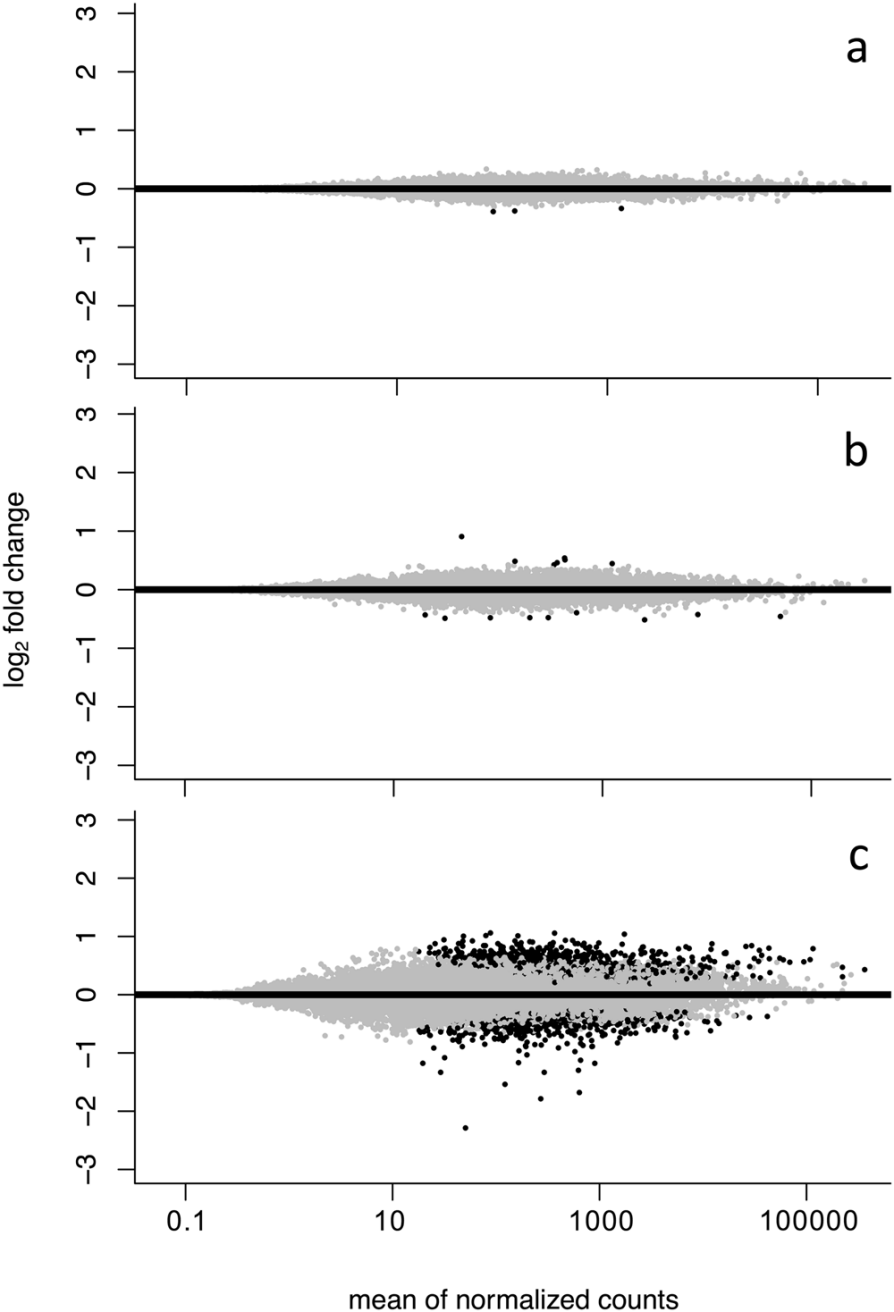
Plots of log_2_ fold change against mean of normalized counts (MA) for (**a**) 6 dph (**b**) 13 dph and (**c**) 36 dph larvae. Black dots represent genes significantly differential expressed (p_adj_ < 0.05, false discovery rate correction (FDR) = Benjamini-Hochberg(BH)) between ambient (~503 μatm) and high (~1179 μatm) *p*CO_2_ treatment. Grey represents no significant differential expression between treatments.

This pattern of gene expression between the treatments at different ages was visualized in a principal component plot (Fig. 3, PC1 = 50%, PC2 = 7.8%). 

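The principal components were computed on rlog values of the 23068 transcripts with at least 1 count. PC1 held 47.3% of the variance (jackknife standard error 3.481 over the 48 larvae) and PC2 7.65% (jackknife standard error 0.866). The share of PC1 moved most when only transcripts with at least 10 counts in every larva were used, to 54.2%.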

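On PC1 the 16 larvae of 6 dph had a mean score of -22.1 ± 2.39 (SD), those of 13 dph -13.8 ± 6.31 (SD) and those of 36 dph 36.0 ± 12.1 (SD). PC2 separated 6 dph (-9.20 ± 3.30, SD) from 13 dph (8.79 ± 5.26, SD). ANOSIM by age on Euclidean distances gave R = 0.791 (p = 0.001, the smallest that 999 permutations can give). Its lowest value, 0.740, came from the 500 most variable transcripts.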

All three age groups were well separated by the 1^st^ and 2^nd^ component of the PCA representing differences in gene expression patterns between age groups (ANOSIM 999 permutations, R = 0.799, *p* = 0.001). For young larvae (6 and 13 dph), replicates did not segregate according to *p*CO_2_ treatment, indicating only small differences in transcriptomic response to ocean acidification. 

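ANOSIM by treatment gave R = -0.0167 at 6 dph (999 permutations, p = 0.509, n = 8 larvae per treatment) and 0.0960 at 13 dph (999 permutations, p = 0.145, n = 8). The mean PC1 score of high pCO2 larvae differed from that of ambient larvae by -0.163 at 6 dph (exact permutation test, p = 0.894) and by 5.61 at 13 dph (exact permutation test, p = 0.0755). Leaving out each tank in turn at 13 dph gave R from -0.165 (999 permutations, p = 0.929) without tank 121 to 0.339 (999 permutations, p = 0.016) without tank 143. From the lack of grouping by treatment, the paper reasons that the differences in transcriptomic response were small.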

On 36 dph, replicates were partially clustered by treatment, yet showed a large spread along both principal component axis, reflecting the large number of DE genes. 

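At 36 dph, ANOSIM by treatment gave R = 0.361 (999 permutations, p = 0.006, n = 8 larvae per treatment). The mean PC1 score was 42.6 ± 6.63 (SD, n = 8) in ambient and 29.4 ± 13.0 (SD, n = 8) in high pCO2 larvae, a difference of -13.2 (exact permutation test over larvae, p = 0.0225). On average, high pCO2 larvae therefore lay nearer the younger ages on this axis. The mean of high pCO2 tank 137 (39.4), however, was above that of ambient tank 127 (38.8). With tank means in place of larvae the difference was -12.9 (exact permutation test, p = 0.3), and 2 tanks against 3 cannot give a p under 0.1. Within the high pCO2 treatment, the tank means on PC1 ranged from 18.0 in tank 143 to 39.4 in tank 137. The mean distance between larvae was 51.5 in the high pCO2 and 38.1 in the ambient treatment, a ratio of 1.35. The spread was tested on each larva's distance to the centre of its own treatment (exact permutation test over larvae, p = 0.00155). That test treats larvae as independent, so differences among the 3 high pCO2 tanks could contribute to the ratio. Without tank 121, R was -0.0570 (999 permutations, p = 0.62), and without tank 127 it was 0.127 (999 permutations, p = 0.204). Leaving out each high pCO2 tank in turn gave 0.504 to 0.691. The paper relates the spread to the large number of DE genes.

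**Figure D2:**
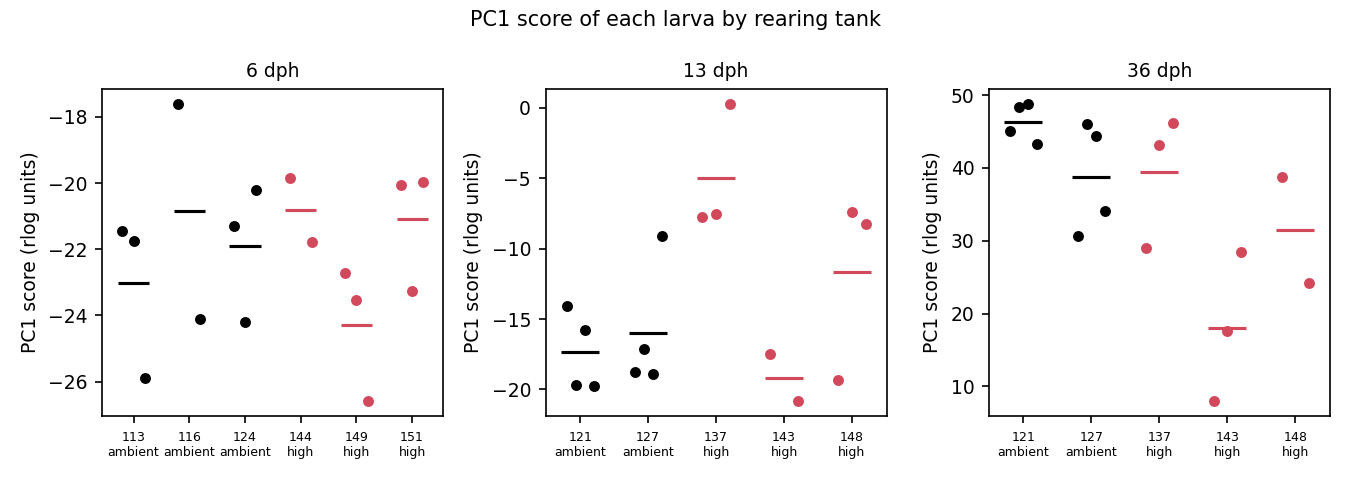
PC1 score of each larva (vertical axis, rlog units) by rearing tank and treatment (horizontal axis) at 6, 13 and 36 dph, with a line at each tank's mean. At 36 dph the mean of tank 143 is 18.0 and that of tank 137 is 39.4, while ambient tanks 121 and 127 have means of 46.4 and 38.8.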

Further, none of our pre-defined candidate genes, both in the CSR or acid-base regulation were identified among the 25 main contributing genes to loadings in the first and second principle component (SI Table 3a,b).

**Figure 3:**
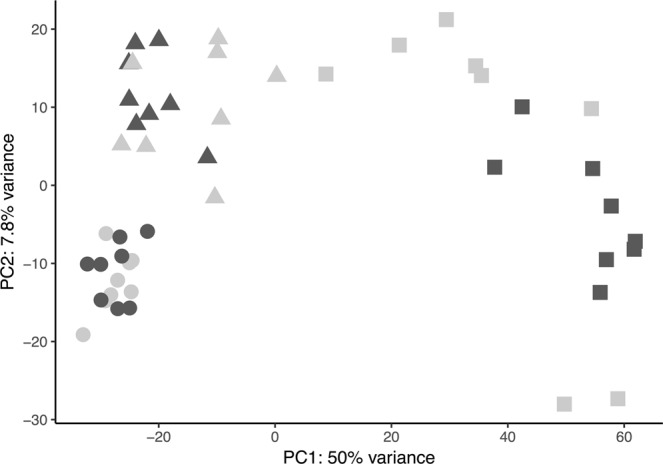
Principle component analysis of total gene expression profile, visualized for first and second component. Shapes represent larval age groups, circle 6 dph, triangle 13 dph and, squares 36 dph, while colours correspond to larval treatment, black ambient (~503 μatm) and grey high (~1179 μatm) *p*CO_2_.

### Gene ontology analysis

A gene ontology enrichment analysis was performed on the 1413 differentially expressed genes in 36 dph cod larvae and yielded two significantly enriched GO terms (*p*_adj._ < 0.05, FDR = BH): extracellular matrix (GO:0031012) and mitotic chromosome condensation (GO:0007076). GO terms related to the CSR such as “response to stress” GO:0006950 and its child terms including “cellular response to stress” GO:0033554 were not enriched. Further, no GO terms related to acid-base regulation, for example “proton transport” GO: 0015992 or “bicarbonate transmembrane transporter activity” GO:0015106, were significantly enriched.

### Assessment of candidate genes of the cellular stress response (CSR)

At both early time points, none of the genes belonging to the cellular stress response (CSR) (see Table 1 in^35^) were differentially expressed at 6 or 13 dph. 

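In edgeR's quasi-likelihood test, 0 of 19490 transcripts passed an adjusted p-value of 0.05 at 6 dph and 1 of 19620 at 13 dph, each from 8 larvae per treatment. The only one was ANXA5 (GAMO_00048499-RA), with a log2 fold change of 1.42 (standard error 0.14996, adjusted p = 0.000333, edgeR). The list of stress response genes itself was not joined to the transcripts and is not analysed here. With DESeq2 (normal prior and length offset) the numbers were 3 and 16 genes, and with tank sums in edgeR they were 1 and 0.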

None of the differentially expressed genes could be associated to cell or protein damage. At 36 dph, of 45 gene families in the highly conserved CSR, five families and/or genes were not present in the available annotations or were not expressed in the samples. This leads to a total of 185 annotations related to the CSR of which 14 were differentially expressed (p_*adj*_ (FDR = BH) ≤ 0.05) (7.6%). Genes coding for HSP60 chaperonin, peroxiredoxin, superoxide dismutase, thioredoxin, RAD51 DNA repair proteins, Lon protease, Long-chain- fatty acid ABC transporters were expressed in both treatments with no significant differences.

Most differentially expressed genes showed low fold changes (l2FC between −0.54 and 0.85), including a number of well-known stress-related genes belonging to the universal CSR. Heat shock protein 70 kDa (HSP70) was present in several variants in the reference transcriptome, one of which was upregulated by a fold change of 1.68 (l2FC = 0.75, p < 0.05). In addition, Serpin, also known as heat shock protein 47 kDa (HSP47), was moderately upregulated in the high *p*CO_2_ treatment (l2FC = 0.72, p < 0.01). Additionally, a number of DNA J homologs (Dnajc9 and Dnajb6-b) were differentially expressed (l2FC = 0.53 and 0.61, p < 0.05 and p < 0.05, respectively). Upregulated genes related to the CSR further include: one of two homologs of Seratin proteases HTRA3 and HTRA1A (l2FC = 0.63, p < 0.05 and l2FC = 0.49, p < 0.01 respectively), Long-chain-fatty-acid CoA ligase 6 ACSL6 (l2FC = 0.5, p < 0.05), Beta-enolase ENO3 (l2FC = 0.51, p < 0.05), Propyl endopeptidase Prep (l2FC = 0.34, p < 0.05), MutS/MSH protein homolog 4 MSH4 (l2FC = 0.38, p < 0.05), Aldo-keto reductase AKR1B10 (l2FC = 0.23, p < 0.05), Aldehyde dehydrogenase ALDH1A3 (l2FC = 0.39, p < 0.05), Nucleoside diphosphate kinase NME1-2 (l2FC = 0.60, p < 0.01) and Glycerol-3-phosphate dehydrogenase gpd1 (l2FC = 0.85, p < 0.01).

### Candidate gene analysis for acid-base and osmoregulation

At both early sampling dates, none of the pre-defined candidate genes encoding important enzyme components of acid base regulation, for example Na^+^/H^+^ exchanger, HCO_3_^−^ transporters and Carbonic anhydrase among others^23,29^ were differentially expressed. Later, at 36 dph, of 41 annotations related to acid-base regulation only one (CA4) was differentially expressed between the treatments. This one of three gene models encoding Carbonic anhydrase 4 (CA4) was downregulated in the high *p*CO2 treatment (l2FC = −0.54, p < 0.01). Further, a number of ammonium transport rhesus (Rh) proteins, involved in CO_2_ transport across membranes, were differentially expressed. One ammonium transporter, namely Rh type C2 (rhgc2) was down regulated (l2FC = −0.37, p < 0.05) while one of two annotations of ammonium transporter Rh type B (rhbg) was up regulated (l2FC = −0.40, p < 0.05) in the high *p*CO_2_ treatment. Only one of the genes directly involved in acid-base regulation, Pendrin (SLC26a4), was not identified in the reference genome. Of the ammonium transport Rh proteins, two out of seven were expressed at significantly different levels. Further none of the candidate genes are present in the 25 main contributing genes to the first (SI Table 3a) and second principle component (SI Table 3b) in Fig. 3.

## Discussion

In this study we correlated previously measured strong phenotypic effects in response to realistic end-of-century^9,14^ with global gene expression patterns in Atlantic cod larvae at a high level of replication (N = 8) and sequencing coverage. We compared different developmental stages and therefore possible changes in regulatory pathways in experimental fish that showed a doubling in the mortality rates, histological damage and changes in ossification patterns when exposed to high *p*CO_2_ levels.

The fold changes observed in our study were very modest, but we note here, that even small fold changes may contribute significantly to cellular metabolism and vice versa owing to post-translational processes^40^.The results were surprising in that we found little gene expression differences during the early phase of the experiment when most of the mortality occurred (6 dph and 13 dph)^9^. This is in strong contrast to the observed responses in fitness related measurements in cod larvae in the same experiment, such as growth and survival^9,14^.

Once the larvae were further developed (36 dph), many more differences in gene expression between the treatments were observed, namely 1413 DE genes. The only two categories that were significant in a GO enrichment analysis, “pathways of extracellular matrix” and “mitotic chromosome condensation” suggest that the observed gene expression differences in 36 dph old larvae were driven by divergent rates of larval development rather than sensitivity to CO_2_ per se. This is in line with previous studies showing enhanced developmental rates in response to increase in *p*CO_2_ levels, but so far the mechanisms are unknown^13,19^.

Additional support for faster development under ocean acidification was provided by a group of DE genes that are expressed in highly variable levels along the developmental stages of *Danio rerio*^41,42^. Protein fosB, Krueppel-like factor 4, Cyclicl AMP-dependent transcription factor ATF-3, Pleckstrin homology like domain family A member 2, Amphiregulin and Myosin heavy chain (fast skeletal muscle) (SI Table 5) are all expressed at variable levels along the larval development in zebra fish^41,42^ and can be assumed to follow similar patterns in other teleosts. 

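At 36 dph, Fosb, Klf4, ATF3, phlda2 and AREG were lower under high pCO2, and all 8 high pCO2 larvae lay below all 8 ambient larvae for each of them. Fosb (GAMO_00011652-RA) had a log2 fold change of -2.88 (standard error 0.254, adjusted p = 1.29e-05 from edgeR's quasi-likelihood test), from 3.53 ± 0.487 to 0.472 ± 0.250 CPM (SD, n = 8 each). For Klf4 (GAMO_00073742-RA) it was -2.23 (standard error 0.223, adjusted p = 3.78e-05, edgeR), from 17.6 ± 6.07 to 3.74 ± 0.850 CPM. ATF3 (GAMO_00067218-RA) fell from 40.5 ± 12.0 to 9.90 ± 2.88 CPM, phlda2 (GAMO_00047089-RA) from 50.7 ± 9.52 to 20.4 ± 3.01, and AREG (GAMO_00022083-RA) from 17.1 ± 3.70 to 5.92 ± 1.37 (SD, n = 8 each). Their log2 fold changes were -2.03, -1.31 and -1.53 (edgeR adjusted p = 3.78e-05, 1.39e-05 and 8.80e-05). Myosin heavy chain, fast skeletal muscle (GAMO_00002260-RA) was higher under high pCO2, at 3.22 ± 4.32 against 0.583 ± 0.259 CPM (SD, n = 8 each), a log2 fold change of 2.44 (standard error 0.571, adjusted p = 0.0425, edgeR). Its tank means under high pCO2 were 6.52 in tank 137, 1.56 in tank 143 and 0.777 in tank 148, and its log2 fold change without tank 137 was 1.07 (adjusted p = 0.0696, edgeR). With tank sums, the edgeR adjusted p-values of Klf4, AREG and myosin heavy chain were 0.0590, 0.104 and 0.495, and those of Fosb, ATF3 and phlda2 were 0.0188, 0.0188 and 0.0357. Because these genes vary along the development of zebrafish, the paper takes their change as evidence of faster development.

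**Figure D3:**
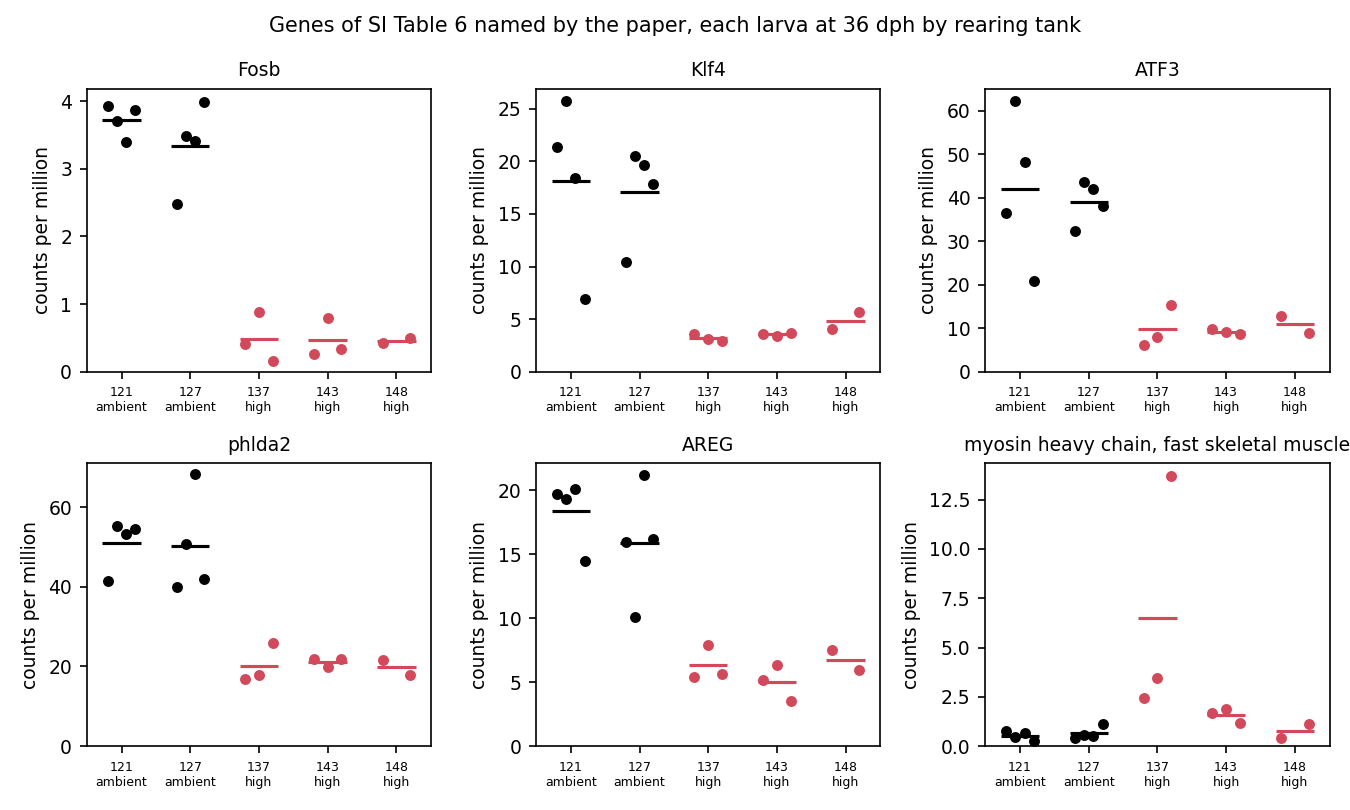
CPM of each larva at 36 dph (vertical axis, from 0) by rearing tank and treatment (horizontal axis) for 6 genes, with a line at each tank's mean. For the 5 genes that fell, all 8 high pCO2 larvae lie below all 8 ambient larvae, and the highest mean of myosin heavy chain is 6.52 in tank 137.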

However, it is unclear whether the developmental changes are caused by direct effects of OA on growth and ossification or if the observed differences are due to the strong mortality observed in the early ages^9^ potentially selecting for fast growth or combination of both with related trade-offs^14^.

We then assessed whether larvae showed transcriptomic signs of the well-defined general cellular stress response (CSR) at the late sampling date. 14 gene candidates belonging to 10 gene families were DE in 36 dph larvae, which is less than 8% of all possible candidates (total 185) of the CSR present at that sampling point.

While we found HSP 70, which is a universal indicator of the stress response, to be differentially expressed, fold changes observed were modest (+1.68) and much lower compared to published data assessing stress effects on fish such as salinity, oxygen and temperature (Fig. 4 and SI Table 8), where fold changes ranged from 2.5 to 372 FC^43–45^. Interestingly, it seems that the reaction in tissues of adult fish generally results in much higher fold changes, e.g. to temperature in rainbow fish^44^ and salinity in sea bass^46^.

**Figure 4:**
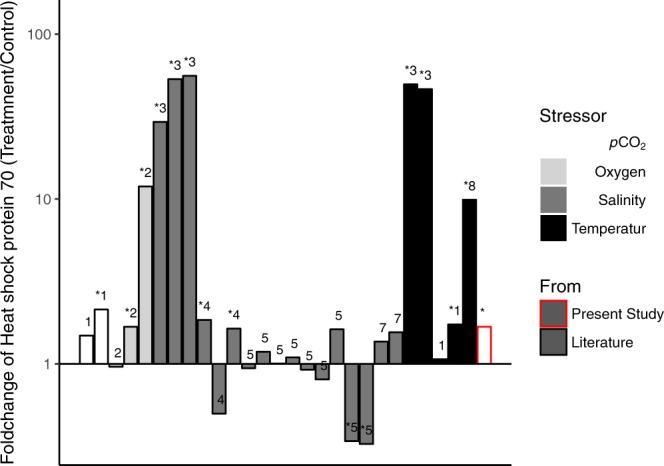
Available data from literature of heat shock protein 70 (HSP70) fold changes in fish in response to chronic exposure to abiotic environmental stressors, * marks significant differences between treatments, numbers show reference numbers in SI Table 8. For further information see SI Table 8.

We then compared our results to previous studies that identified a variable stress response in studied larval fish exposed to increased *p*CO_2_, all of which were target gene studies using Q-PCR or protein assays. When investigating the expression patterns of HSP70 in whole fry (8 days post fertilization) of big head carp (*Hypophthalmichthys nobilis*) and silver carp (*H. molitrix*) in response to extreme *p*CO_2_ levels (43000 µtam) in freshwater, only larvae from the latter species showed an upregulation in HSP70^39^. Nevertheless, such *p*CO_2_ levels are not possible in most parts of the oceans. Further, the stress response to predicted future *p*CO_2_ levels was assessed in the larvae of a tropical flatfish^47^. Protein levels of HSP70 in whole Senegalese sole (*Solea senegalensis*) larvae incubated and reared in ambient and high *p*CO_2_ (~1600 μatm) levels differed only in 30 day old larvae^47^. They were significantly higher in the ocean acidification treatment compared to the control, while protein levels did not differ in 10 dph larvae. These results are in line with our study, indicating that only later larval stages display a very limited cellular stress response to increased *p*CO_2_ compared to earlier stages when analysing whole body homogenates. So far not enough mechanistic details of the physiological response to increased *p*CO^2^ have been identified to explain the variable findings in different developmental stages of larval fish. Potentially the presence of functional gills^22^ in later developmental stages as well as gut development^37^ for bicarbonate secretion^30^ could be a contributing factor to the observed differences in response between the larval stages.

Similar to the response of a few genes related to the cellular stress response, 36 dph larvae showed some DE genes related to acid-base regulation. Namely Carbonic anhydrase (CA), a zinc metalloenyzme, which catalyses the reaction CO_2_ + H_2_O ↔ H^+^  + HCO_3_^−^ and is crucial for acid-base regulation and CO_2_ excretion in adult fish, was differentially expressed. It is present in a number of isoforms with differences in properties, sequences, and tissue distribution^22,48^. The CA isoform identified to be differentially expressed in this study is CA4. This form is known to be active extracellularly and has a large number of variants in teleost fish^22^. In a previous study, no difference in transcript abundance of any CA4 isoforms was identified in the anterior intestine of adult cod exposed to increased *p*CO_2_^30^. Tseng *et al*.^13^ also identified a downregulation in CA (namely CA2 and CA15) in embryos of medaka under increased *p*CO_2_. But no such differences were identified between hatchlings from a control and a 1200 µatm treatment. Only CA15 transcript abundances at very high *p*CO_2_ (4000 µatm) differed compared to controls. The above study^12^ assessed only selected candidate genes while the expression of CA4 was not addressed. In the present study, CA2 was not found to be DE, while CA15 is not present in the annotation. CA4 may also be involved in stimulating the activity of Na^+^/HCO_3_^−^ co-transporter 1 (NBC1, SLC4A4)^49^, an important mechanism for HCO_3_^−^ transport over the basolateral membrane^23^. In *D. rerio the* expression patterns of the various CA isoforms varies during development from embryo to larvae^41^. As the expression of carbonic anhydrase in cod is likely to vary in a similar pattern it becomes very difficult to disentangle any potential effects of increase *p*CO_2_ and development on CA expression. Interesting from a mechanistic standpoint were also ammonia Rh transporters that are suggested to be important in CO_2_ transport across membranes^50^. All of the identified Rh transporters showed different patterns among larval cod and medaka (Rhcg, Rhcg2, and Rhag)^13^.

For other phenotypic effects such as hepatic steatosis or fatty liver syndrome, an accumulation of lipids in vacuoles in liver cells^14,20^ occurring later during the experiment, we also found some transcriptomic correlates. 

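Insig1 (GAMO_00061692-RA) had 36.4 ± 11.2 CPM (SD, n = 8 larvae) in the ambient and 101 ± 61.3 (SD, n = 8) in the high pCO2 treatment at 36 dph, and all 8 high pCO2 larvae lay above all ambient larvae. Its log2 fold change was 1.47 (standard error 0.298, adjusted p = 0.0240 from edgeR's quasi-likelihood test). High pCO2 tank means were 108 (tank 137), 65.4 (tank 143) and 142 (tank 148) CPM. Without tank 121 the adjusted p-value in edgeR was 0.533 at a log2 fold change of 1.53. It was 0.127 at 1.42 without tank 127, and 0.452 at 1.55 with tank sums. Without tank 137, 143 or 148 it stayed under 0.05, and so did that of the random tank effect in limma (0.0283). The paper links the gene to the liver changes seen in the same experiment.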

Insulin induced gene 1 protein (Insig 1), a gene that has been associated with hepatic steatosis in zebrafish^42,51^, showed one of the largest fold changes among the DE genes in the 36 dph larvae (SI Table 6). Individuals exposed to high *p*CO_2_ also showed increased ossification^14^. Accordingly, the upregulated gene col27a1b Collagen alpha-1(XXVII) chain B in 13 dph larvae, associated with calcification of cartilage into bone and particularly within the notochord^52^, (SI Table 3) could potentially be responsible for more ossified vertebrae observed in older larvae^14^.

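Col27a1b (GAMO_00010872-RA) had 10.7 ± 2.03 CPM (SD, n = 8 larvae) in the ambient and 16.0 ± 3.01 (SD, n = 8) in the high pCO2 treatment at 13 dph, with 6 of the 8 high pCO2 larvae above all ambient larvae. The log2 fold change of 0.582 (standard error 0.131) did not pass the threshold in edgeR's quasi-likelihood test (adjusted p = 0.454). In DESeq2 with a normal prior and length offset the adjusted p-value was 0.0308. Tank means under high pCO2 were 17.8 in tank 137, 11.5 in tank 143 and 17.2 in tank 148. The paper proposes that the gene could contribute to the ossification of older larvae.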

Is it possible that our study has missed an important transcriptomic response despite high replication (N = 8) and good sequence coverage. To begin with, the use of whole larvae tissue homogenates instead of gill tissues may be suboptimal for detecting expression patterns in ion and acid-base regulation, where we assume that gene expression is strongly tissue specific and could lead to compensatory effects camouflaging difference in gene regulation patterns. However, the skin, solely responsible for acid-base regulation prior to gill formation, is impossible to separate from other tissues for single tissue transcriptome profiling in these early larval stages. Interestingly the number of Na^+^/K^+^ ATPase rich ionocytes (chloride cells) on the yolk sac epithelium of newly hatched cod larvae, important for acid-base base regulation, was not affected by increased *p*CO_2_ either^10^.

More importantly, selection in favour of resilient individuals during the early larval stages may have modulated the patterns of the gene expression analysis across all three examined larval stages, especially in the age groups 6 and 13 dph, were natural and experimental mortality was high. Selection via mortality may have contributed to the low number of genes that were differentially expressed in early larvae, since we are only able to study the survivors. In particular, if damages need to exceed a threshold, genes may have been differentially expressed only for a very short period before larvae die, in which case even the 8-fold replication may have missed a consistent signal.

In conclusion, gene expression patterns in combination with the high mortality^8^ and histological tissue changes^13^ identified together in the same experiment suggest that the predicted end-of-century ocean acidification is not easily detected by early cod larvae as a stressor. This could be related to the fact that functional ion regulatory epithelia in the gill and intestine are not fully developed yet (e.g.^13^). Global RNAseq profiles are supported by target gene data which only show little evidence both qualitatively and quantitatively for the cellular stress response (CSR^34^). Ocean acidification thus seems to constitute a “stealth stressor” that does not trigger classical cellular stress responses but results in tissue damages and increased mortality at a higher level of organismal integration. This is further supported by the lack of genes in the transcriptomic assessment that are indicative of protein damage, cell repair and apoptosis. To fully understand, why no cellular stress response or general transcriptomic response is present, in future experiments moribund larvae should also be sampled in a targeted way and compared to competent larvae to test this hypothesis. More research is needed as to how cellular physiology integrates with tissue growth and development and the physiological integration of the entire organism. Emphasis should also be placed on investigating individual tissues at different developmental stages to assess in higher resolution and pinpoint stages of high vulnerability.

## Methods

### Experimental setup

Adult cod were caught in the Barents Sea (70°15’N, 19°00’E) in March of 2014 and transported to the Centre for Marine Aquaculture, Kvaløya, Norway, where they were transferred into 25 m^2^ spawning tanks equipped with a flow-through of sea water from the fjord of ambient temperature and salinity. Photoperiod was matched to local sunrise and sunset to induce spawning; oxygen saturation, pH, salinity and water temperatures were monitored daily. Once the fish started to spawn, all floating eggs in the spawning tank were collected using a mesh bag behind the surface skimmer. The volume of collected eggs was divided into two equal portions and moved into 28 L flow-through incubators. Half of the egg incubators were adjusted to ambient (503 ± 89 μatm) and the other half to end-of-century (1179 ± 87 μatm) *p*CO_2_ concentration.

Two days after >50% of larvae had hatched (same day in both treatments), approximately 11 000 larvae were transferred into each of six 190 L rearing tanks, three replicates of each *p*CO_2_ treatment. All larvae were fed using a reduced aquaculture feeding regime for commercial fry production (termed low food treatment in^9,14^), starting with green water addition (*Nannochloropsis*) followed by enriched *Brachionus* and later *Artemia* nauplii (See “Low food” in^14^ Table 1). The water temperature for the rearing tanks was initially kept at 6 °C but was increased to 10 °C after day 6, while the photoperiod was kept constant throughout the experiment (24 h light). For larval weight analysis, 12 larvae from each replicate were sampled at day 5, 15 and 36 days-post-hatch (dph), euthanized using MS-222 (Tricaine methanesulfonate, 0.04% solution (m/V)) and frozen in treatment water at −20 °C. Single larvae for transcriptome analysis were sampled randomly from all tanks at 6, 13 and 36 dph, immediately euthanized using MS-222 and submersed in RNA-later®, placed at 8 °C for 24 h and subsequently stored in –78 °C until RNA isolation.

We continually monitored CO_2_ concentrations in both treatments using pH sensors as proxy to identified potential changes of *p*CO_2_. Data were automatically stored on a computer system (Aquastar, IKS Computer systems, Karlsbad, Germany). Increased *p*CO_2_ concentrations in the water for the end-of-century treatment were achieved by aerating the header tanks with CO_2_, which ensured equal and constant *p*CO_2_ concentrations in all replicates of both ambient and high *p*CO_2_ treatments. The absorption of CO_2_ into the header tanks was regulated by a magnetic valve that controlled the aeration with CO_2_ by the IKS system through pH-sensors in the outflow of the header tank. Further, temperature, salinity and pH were measured daily with a hand held multi probe (WTW pH/Cond 340i/3320). Additionally, the *p*CO_2_ levels in the tanks and incubators were checked weekly from calculated *p*CO_2_ using total dissolved inorganic carbon and total alkalinity and the chemical speciation calculation program CO2SYS^53^, in accordance to the Best practice guide^54^. The mean *p*CO_2_ values and standard deviation for the ambient and the high *p*CO_2_ treatment were 503 ± 89 and 1179 ± 87 μatm, respectively, corresponding to an *in situ* pH of 8.00 and 7.68, respectively. For more detailed information please consult the Supplementary Material of^9^.

### Ethics statement

This study was carried out at NOFIMA’s Centre for Marine Aquaculture, Kvaløya, Norway applying methods and protocols approved by the National Regulatory Committee on the Ethics of Animal Experiments, Norway under the permit number: FOTS id 6382 and in strict accordance to the relevant regulations and guidelines. All possible actions were taken to reduce animals suffering and stress during handling and sampling.

### Larval dry weight

Vials containing larvae for dry weight analysis were thawed on ice; the individual larvae were inspected for completeness under a stereomicroscope, rinsed in distilled water and placed in individual vials. Larvae were freeze dried for 16 h before being weighed to the closest 0.1 µg. Damaged and incomplete larvae were excluded from the analysis. The statistical analysis was performed in R version 3.3.2^55^, using R studio^56^ and a linear mixed model (R-package lme4^57^). Larval treatment as a fixed factor and tank as a random factor was applied for each of the 5 and 15-day old age groups. The data for 36 dph were analysed and presented in reference^14^. These sampling days were chosen for their proximity to the RNA-seq sampling points.

### RNA isolation and sample preparation

We chose to investigate the global transcriptome of homogenates of whole, single cod larvae at several time points, instead of the often-used gill tissue, as organ development is constantly changing in these life stages and gills are not developed at hatch. The rational for studying the 3 different age groups was based on (1) using first feeding larvae (5–6 dph), which had successfully made the change from internal to external feeding and were the articulation of the skeletal structures of the jaw had occurred^36,37^. (2) established feeding larvae at an age (13–15 dph) were high mortality in relation to OA treatment had been observed ^9^and (3) larvae (36 dph), which had made the transition from cutaneous to branchial respiration, showing large numbers of gill filament, existence of a gill cover and bone ossification having started^14,37^.

Larvae preserved in RNALater® were thawed on ice, dapped dry on paper tissue and wet weight measured to the closest 0.001 mg. RNA from individual larvae was isolated using the RNeasy Kit (Qiagen, Hilden, Germany) with a modified protocol implementing on-column DNase digestion steps (RNase-Free DNase Set, Qiagen, Hilden, Germany). Briefly, the whole larva was placed in the lysis solution immediately after thawing and homogenized using a TissueLyserII and glass beads (Qiagen, Hilden, Germany) for 2 min at 20 Hz before 600 µl 70% EtOH was added. 700 µl of the homogenate were transferred to the spin column and centrifuged at 8000 g for 15 sec. The flow-through was discarded (as in all following steps except elution) and the remaining 500 µl of the homogenate was added to the column before the centrifugation process was repeated. A wash step was performed before the on-column DNA digestion for 15 min at room temperature. Three additional washing steps were performed as per manufacturer specification before the column was centrifuged for 2 min at maximal speed to remove all remains of the wash buffers and to be dried. The RNA was eluted from the column using 50 µl of RNase and DNase free water for 1 min at 8000 × g. Purity of the RNA extract was assessed by spectrophotometry (ND-1000, ThermoFisher Scientific, Waltham, MA, United States), quantified with a broad range RNA test on a fluorimeter (Qubit2, ThermoFisher Scientific, Waltham, MA, United States) and the RNA integrity was evaluated with a Eukaryote Total RNA StdSens chip using an Experion automated electrophoresis system (Bio-Rad, Hercules, CA, United States). Samples with purity, quantity and integrity below the recommendations and guidelines of the sequencing centre were excluded from further analysis.

### Sequencing

In total, 48 mRNA (8 biological replicates per treatment (ambient and high *p*CO_2_) and 3 sampling points (6, 13 and 36 dph) cDNA libraries were constructed using the TruSeq Stranded mRNAseq Sample Prep kit (Illumina Inc., San Diego, CA, United States; 0.5 µg total RNA input). Sequencing was performed on a HiSeq4000 (Illumina Inc., San Diego, CA, United States) platform with a 150 bp paired-end protocol. After quality control of the library preparations, all samples were pooled and run across 5 lanes.

After an initial round of quality control, we detected too low sequencing depth (around 20% of average) in 5 samples, which were then re-sequenced on an additional lane to supplement the previously sequenced data to satisfactory levels.

### Bioinformatics and statistical data analysis

The sequencing adaptors were removed using Trimmomatic Version 0.36^58^. Of the resulting data, all unpaired reads were discarded and only paired reads were used for further analysis. The quality of the remaining reads was assessed with FastQC^59^ and MultiQC^60^. All paired reads were compared to a transcriptome created, using getfasta of bedtools^61^ based on the most recent published cod genome and its annotations^62^, using Kallisto^63^. Transcript abundance data generated by Kallisto were imported into R studio^55,56^ using the tximport package^64^. The differential gene expression (DE) analysis was performed using DESeq2^65^ using default settings with negative binomial distribution data normalization and a FDR (false recovery rate) correction using the Benjamini-Hochberg (BH) method^66^.

A gene ontology (GO) enrichment analysis was performed using GOseq^67^ for all genes that were found to be significantly up or down regulated in the DE analysis at 36 dph. Further, candidate genes were extracted from the existing literature, focusing on genes related to acid-base regulation^23,29^ and genes related to the minimal stress response^35^. All data visualizations were created using the ggplot2^68^ or DESeq2^65^ packages in R^55^.

Read counts assigned to the reference were transformed using the regularized logarithm (rlog)^65^ to be used in multivariate analysis, including principal component analysis (PCA) using prcomp, to visualize clustering of samples and to assess the underlying loadings. Further an analysis of similarity (ANOSIM) in R-package vegan^69^ was performed on Euclidian distances to assess differences between the age groups.

## Supplementary information

Supplementary information

## Data Availability

RNA-Seq data has been deposited to the NCBI Gene expression omnibus (GEO) under https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE108715, growth data (ages 5 and 15 dph) has been submitted to Pangea 10.1594/PANGAEA.884548. DIC data is available under 10.1594/PANGAEA.858615.

# Supplementary material for: Transcriptome profiling reveals exposure to predicted end-of-century ocean acidification as a stealth stressor for Atlantic cod larvae
**Source:** Sci Rep. 2019 Nov 15;9:16908. doi: 10.1038/s41598-019-52628-1
**Supplement:** Supplementary file 1 — Supplementary information

**Supplementary information**

**Transcriptome profiling reveals exposure to predicted end-of-century ocean acidification as a stealth stressor for Atlantic cod larvae**

F.H. Mittermayer<sup>1\*</sup>, M.H. Stiasny<sup>1,2</sup>, C. Clemmesen<sup>1</sup>, T. Bayer<sup>1</sup>, V. Puvanendran<sup>3</sup>, M. Chierici<sup>4</sup>, S. Jentoft<sup>5</sup> & T.B.H. Reusch<sup>1</sup>

Table 1: Results of a linear mixed model for dry weight of 5 and 15 dph cod larvae, including tank as a random factor

Table 2. Summary of samples, treatments, sequencing and assignment results. # presents number, SD is standard deviation. Read values refer to single reads, raw reads are total number of reads per sampling category, and filtered reads are average per sample.

Table 3a. Loadings of first principal component, 25 main contributing genes to first principle component in Figure 3

Table 3b. Loadings of first principal component, 25 main contributing genes to second principle component in Figure 3

Table 4: List of all differentially expressed genes in 6 dph larvae between ambient (~503 $\mu$ atm) and high (~1179  $\mu$ atm)  $p\text{CO}_2$

Table 5: List of all differentially expressed genes in 13 dph larvae between ambient (~503 $\mu$ atm) and high (~1179  $\mu$ atm)

Table 6: List of all differentially expressed genes with L2FC  $\leq -1/\geq 1$  in 36 dph larvae between ambient ( $\sim 503 \mu\text{atm}$ ) and high ( $\sim 1179 \mu\text{atm}$ )

Table 7: List of differentially expressed candidate genes related to acid-base regulation and stress response in 36 dph larvae between ambient (~503  $\mu$ atm) and high  $p\text{CO}_2$  treatment (~1179  $\mu$ atm).

*musculus*)

(*Mus musculus*)

*musculus*)

kDa subunit, mitochondrial (*Pongo pygmaeus*)

*sapiens*)

Table 8 Supplementary information and References to Figure 4

## References

- Choi, C.Y., 2010. Environmental stress-related gene expression and blood physiological responses in olive flounder (*Paralichthys olivaceus*) exposed to osmotic and thermal stress. *Animal Cells Syst.* 14, 17–23. doi:10.1080/19768351003764940
- Deane, E.E., Kelly, S.P., Luk, J.C.Y., Woo, N.Y.S., 2002. Chronic salinity adaptation modulates hepatic heat shock protein and insulin-like growth factor I expression in black sea bream. *Mar. Biotechnol.* 4, 193–205. doi:10.1007/s10126-001-0091-5
- Deane, E.E., Woo, N.Y.S., 2004. Differential gene expression associated with euryhalinity in sea bream (*Sparus sarba*). *Am. J. Physiol. Regul. Integr. Comp. Physiol.* 287, 1054–1063. doi:10.1152/ajpregu.00347.2004.
- Pimentel, M.S., Faleiro, F., Diniz, M., Machado, J., Pousão-Ferreira, P., Peck, M.A., Pörtner, H.O., Rosa, R., 2015. Oxidative stress and digestive enzyme activity of flatfish larvae in a changing ocean. *PLoS One* 10, 1–18. doi:10.1371/journal.pone.0134082
- Smith, S., Bernatchez, L., Beheregaray, L.B., 2013. RNA-seq analysis reveals extensive transcriptional plasticity to temperature stress in a freshwater fish species. *BMC Genomics* 14, 1. doi:10.1186/1471-2164-14-375
- Stenslokken, K.O., Ellefsen, S., Larsen, H.K., Vaage, J., Nilsson, G., E., 2010. Expression of heat shock proteins in anoxic crucian carp (*Carassius carassius*): support for cold as a preparatory cue for anoxia. *AJP Regul. Integr. Comp. Physiol.* 298, R1499–R1508. doi:10.1152/ajpregu.00675.2009
- Wu, H., Liu, J., Lu, Z., Xu, L., Ji, C., Wang, Q., Zhao, J., 2017. Metabolite and gene expression responses in juvenile flounder *Paralichthys olivaceus* exposed to reduced salinities. *Fish Shellfish Immunol.* 63, 417–423. doi:10.1016/j.fsi.2017.02.042

How the deposited data were processed for this re-analysis (not part of the article)

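RNA of 48 single whole larvae was analysed, 8 per treatment at 6, 13 and 36 dph, with condition and tank taken from the sample labels. The authors trimmed the reads, discarded unpaired reads and quantified the pairs with Kallisto against transcripts cut from the published cod genome. The authors deposited the estimated counts (expected counts) of each transcript without normalization. The TPM values the authors deposited were made by Kallisto from these counts and the effective lengths.

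Counts of 23243 transcripts were rounded to whole numbers and tested per age with edgeR (4.0.16, R 4.3.3) by its quasi-likelihood test, with TMM normalization, its default filter on low counts and Benjamini-Hochberg adjusted p-values under 0.05. The standard error of a log2 fold change is its size divided by the square root of the test's F. Interactions of treatment and age came from 1 fit over all 48 larvae. Alternatives were DESeq2's size factors, no filter, at least 10 counts in every larva, DESeq2 (1.42.0) with its current defaults and with a normal prior and length offset, a length offset in edgeR, tank sums, a random tank effect in limma (3.58.1), leaving out each tank, and 1 fit over all larvae. Principal components used rlog values, and ANOSIM used vegan (2.7.1) with 999 permutations. Differences in PC1 and in spread were tested by exact permutation. For spread, the ratio printed is of mean distances between larvae, while the test used each larva's distance to its treatment's centre. The fits were tested on simulated data with 200 transcripts changed at a fold change of 2. Of these, 84.5% to 91.5% were recovered by fits on larvae and 69% by tank sums. The most false calls of any fit were 27. Between 20016200 and 44297800 read pairs were counted per larva.

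The genes named were, at each age, the 10 transcripts with the largest absolute log2 fold change among those past the threshold with the same direction whichever tank was left out, and every gene named by the paper that could be linked to a transcript. The files hold no gene names, so rows of SI Tables 4 to 7 were matched to a DESeq2 fit on their printed values, and a table was used only if at least 80% of its rows linked to 1 transcript and under 5% did after the signs of its fold changes were flipped. Table 4 linked 3 of 3 rows, Table 5 15 of 16 and Table 6 18 of 19, with 0 flipped rows linked. Table 7 linked 129 of 233 rows (55.36%), and 20.6% of its flipped rows linked, so it failed.

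The plan fixed before the files arrived was not to run the counts of stress response and acid-base genes in that case. After the failure was seen, 6 tighter tolerances were looked at and 2 other rules were tried, tolerances 10 times tighter (95.28% linked, 1.72% of the flipped rows) and the nearest transcript within the tolerances set first (98.71% and 2.58%). The latter was taken for a time, in part because the former left HSP70 without a transcript, and counts of candidate genes were computed under it. Because that rule was chosen after the data were seen, and knowing which gene it would add, those counts and the genes of Table 7 were left out, and the sentences on them carry no data here. Gene ontology terms and dry weights were not analysed here, since the files hold neither.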

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

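In 4 of 68 groups of 8 larvae, 1 larva lay far from the others. A high pCO2 library of 13 dph held 27457300 read pairs, against 22494900 to 24627800 in the others. On the scale of log2(CPM + 1), Fosb was 1.80 in an ambient larva of 36 dph and 2.14 to 2.32 in the others, Fosl1 was 2.84 in another ambient larva and 0.786 to 1.35 in the others, and Klf4 was 2.74 in a high pCO2 larva and 1.97 to 2.33 in the others. No explanation of these single larvae was tested, technical or biological.

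The difference between treatments changed with age in 403 transcripts (36 against 6 dph) and 1753 transcripts (36 against 13 dph) in edgeR. Only 1 of 100 splits of the larvae within each age, the real one, gave as many in either comparison, although another split reached 1100 transcripts in the latter. For 13 against 6 dph the real number was 0, so that all 100 splits gave as many by necessity. These splits treat larvae as independent and do not separate treatment from tank: with tank sums, 7 and 14 transcripts passed the threshold, and with a random tank effect 55 and 1398.

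The paper's methods name tank as a random factor for dry weight and not for expression. Between ambient tanks 121 and 127 at 13 dph, which had the same treatment, 8 genes passed the threshold in edgeR with 4 larvae per tank, and 1 of 35 splits of these larvae, the real one, gave as many. At 36 dph the same tanks differed in 0 genes, so that 35 of 35 splits gave as many by necessity. A tank difference may therefore be present at 13 dph (1 of 35 splits), where the treatment itself gave 1 gene. No biological explanation of the tank difference was tested.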

How the results depend on the processing

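The main fits, the named-gene rule and the alternatives were chosen before the processed files arrived, apart from those marked below. ANOSIM by age and the spread at 36 dph were unchanged under the other transformations and choices of transcripts. For these results no alternative with tank means or without single tanks was run. The immediate-early gene scores were unchanged with TPM in place of CPM. The replicate block was not run because larvae carry unique numbers that pair no samples. The alternatives for counts of stress response and acid-base candidates were not run because SI Table 7 could not be joined by the rule fixed beforehand.

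With DESeq2's current defaults there were 3, 17 and 1427 DE genes at 6, 13 and 36 dph, 199 of the latter with a log2 fold change of at least 1, and 803 interaction genes for 36 against 6 dph and 4 for 13 against 6 dph. With a normal prior and length offset the numbers were 3, 16, 1416, 19, 790 and 3. Tank sums gave 1, 0 and 4 DE genes, 4 with a log2 fold change of at least 1, and 7 and 14 interaction genes for 36 against 6 and 13 dph. Tank sums leave 5 or 6 values per fit, which may lower the numbers. They recovered 69% of changes simulated at a fold change of 2, against 84.5% to 91.5% by fits on larvae. The simulated changes avoided transcripts with low counts, and the simulation held no tank differences. Some of the 54 genes with a log2 fold change of at least 1 lay near the threshold in edgeR. GAMO_00022343-RA (adjusted p = 0.0448, edgeR) and GAMO_00079404-RA (adjusted p = 0.0460, edgeR) are examples. The simulation therefore cannot tell whether fewer values alone account for the fall from 54 to 4 genes. The random tank effect gave 264 DE genes at 36 dph, 31 of them with a log2 fold change of at least 1, and 55 and 1398 interaction genes for 36 against 6 and 13 dph. A shared fit over 48 larvae gave 7 genes at 13 dph and 2991 at 36 dph, 275 with a log2 fold change of at least 1. For 13 against 6 dph, no filter gave 3 interaction genes and at least 10 counts in every larva gave 2.

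Across the fits that each left out one tank, DE genes ranged from 0 to 3 at 6 dph, from 0 to 2 at 13 dph and from 11 to 1886 at 36 dph, and those with a log2 fold change of at least 1 from 7 to 3.6e+02. Interaction genes ranged from 13 to 2196 (36 against 6 dph), from 17 to 2530 (36 against 13 dph) and from 0 to 1 (13 against 6 dph). ANOSIM R by treatment ranged from -0.0895 to 0.176 at 6 dph, from -0.165 to 0.339 at 13 dph and from -0.0570 to 0.691 at 36 dph. The PC1 difference ranged from -0.929 to 1.09 at 6 dph, from 1.82 to 8.17 at 13 dph and from -19.5 to -6.57 at 36 dph. The developmental correlation ranged from -0.634 to -0.290.

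The PC1 share was 43.4% on log2(TPM + 1), 54.0% on the 500 most variable transcripts and 54.2% with at least 10 counts in every larva, and the PC2 share was 6.52% on the 500 most variable transcripts. On those 500, R at 6 dph was 0.0658 and the PC1 difference at 6 dph was 0.356. With tank means, R was -0.25 at 13 dph and 0.0833 at 36 dph, and the PC1 difference at 36 dph was -12.9, where 5 tanks could not give a p under 0.1. The developmental correlation with the change from 6 to 13 dph was 0.00174.

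Some alternatives were chosen after seeing the data. Without the 3 deepest ambient libraries, 32 genes passed the threshold at 36 dph, 15 with a log2 fold change of at least 1. DESeq2's defaults gave 43 genes between ambient tanks at 13 dph. The spread ratio at 6 dph was 1.01 in the main setting, 0.99975 on log2(TPM + 1) and 0.988 on the 500 most variable transcripts. At 13 dph it was 1.133 in the main setting (exact permutation test of each larva's distance to its treatment's centre, p = 0.0120). It was 1.097 on the 500 most variable transcripts (the same permutation test, p = 0.243) and 1.125 to 1.197 in the other settings. Among the named genes, 205 rows stayed the same, 47 became weaker and 9 became stronger. Among the headline results, 61 rows moved, 12 reversed, 6 became weaker, 3 became stronger and 137 stayed the same.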

Differences from the paper's values

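The paper's numbers of DE genes are 3, 16 and 1413 at 6, 13 and 36 dph, and the main fit gave 0, 1 and 296. At 6 dph, both DESeq2 fits (3 each) and edgeR without tank 151 (3) gave the paper's number, and edgeR without tank 124 gave 2. Without tank 151, however, 2 genes were higher and 1 lower under high pCO2. Only ANKRD6 of the paper's genes passed there, and none of them passed without tank 124. At 13 dph, the DESeq2 fits came nearest (17 with current defaults and 16 with a normal prior and length offset). At 36 dph, DESeq2 with current defaults (1427) and with a normal prior and length offset (1416) came nearest. EdgeR without tank 137 gave more genes than the paper (1886). The other alternatives set before the files arrived lay further from the paper's numbers. Of the DE genes at 13 dph, the paper counts 7 as upregulated and the main fit 1. The DESeq2 fits gave 8 and 7 and the fit over all larvae 5, and every other alternative gave fewer. The paper counts 19 genes changed by a factor of 2 or more at 36 dph and the main fit 54. DESeq2 with a normal prior and length offset gave the paper's number (19, of 1416 DE genes). DESeq2 with current defaults gave 199 of 1427, and the length offset left the number at 54 in edgeR. The lower number thus appears to come from the normal prior. The edgeR fits without tank 127 (19) and without tank 143 (14) had only 44 and 36 DE genes in all, so only the numbers lie close. An alternative added after seeing the values, without the 3 deepest ambient libraries, gave 15. The paper's methods name DESeq2 with default settings and tximport.

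Log2 fold changes in SI Tables 4 to 6 lay nearer 0 than those of the main fit. The paper's values, given to 2 digits, and those of the main fit were -0.38 and -1.06 for MEP1B, -0.34 and -0.439 for Ugt2a2, -0.39 and -0.791 for ANKRD6, 0.91 and 1.42 for ANXA5, 0.42 and 0.582 for col27a1b, -2.3 and -2.88 for Fosb, -1.8 and -2.23 for Klf4, -1.7 and -2.03 for ATF3, -1.2 and -1.31 for phlda2, -1.3 and -1.53 for AREG, 1 and 2.44 for myosin heavy chain, and 1.0 and 1.47 for insig1. DESeq2 with a normal prior and length offset closed every gap, which is fixed by the way the genes were linked to transcripts. For MEP1B, ANKRD6, ANXA5, Fosb, Klf4 and ATF3 no other alternative closed the gap. For the remaining genes, the other alternatives narrowed the gap to different degrees. Their nearest values were -0.350 for Ugt2a2 (without tank 149), 0.485 for col27a1b (without tank 137) and -1.29 for phlda2 (fit over all larvae). For AREG the nearest was -1.40 (without tank 143), for myosin heavy chain 1.07 (without tank 137) and for insig1 1.25 (without tank 148).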

Other observations

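Whether the DE genes at 36 dph could follow a random split of the larvae, the tanks or some properties of the libraries was tested. Only the splits of the tanks bear on tank, since splits of larvae treat larvae as independent. Of 100 splits of the 16 larvae into 8 and 8, 1, the real one, gave as many as 296 genes, and 1 gave as many as 54 genes with a log2 fold change of at least 1. With DESeq2 (normal prior and length offset) it was also 1 of 100, but another split reached 1296 genes against the real 1416. Of the 10 splits of the 5 tanks into 2 and 3, 1, the real one, gave as many, with 5 genes in the next, and 10 splits cannot give a share under 0.05, so a tank effect may remain (1 of 10). Thinning all larvae to the lowest total count gave 260 genes, leaving out the most abundant transcripts 304, and adding the fragment length as a covariate 435. The correlation of log2 fold changes with transcript length was 0.0255 across transcripts, which are not independent replicates. These 4 predictions were written before the tests. The share of read pairs counted, 64.9% in ambient and 73.6% in high pCO2 larvae at 36 dph, was not tested. Nor was the additional lane on which the authors sequenced some libraries again, since the labels do not name these libraries.

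At 6 dph the real count in edgeR was 0 genes, so that all 100 splits of the larvae and all 10 splits of the tanks gave as many by necessity and test nothing. In DESeq2, 26 of 100 splits gave as many as the real 3 genes. At 13 dph, 8 of 100 splits gave as many as 1 gene in edgeR, 10 of 100 as many as 16 in DESeq2, and 4 of 10 splits of the tanks as many, with 561 genes for tanks 137 and 148 against the rest.

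The rise to 1886 genes without tank 137 was seen first and tested afterwards. Of the 56 ways to leave out 3 high pCO2 larvae, 9 gave as many genes, over a range of 15 to 5409. All 9 left out the same larva of tank 137, and no set that kept this larva gave more than 646 genes. The fall to 32 genes without the 3 deepest ambient libraries was also tested afterwards, and 30 of the 56 ways to leave out 3 ambient larvae gave as few. Other sets without this larva gave as few as 230 genes, so leaving it out was not enough for the rise. The rise without tank 137 may therefore depend in part on 1 larva rather than the tank (9 of 56). This was noticed only after the sets were seen and was not tested further.

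The paper considers faster development under high pCO2 the most likely cause of the response at 36 dph. It also draws on enriched gene ontology terms, and it reports heavier larvae and increased ossification under high pCO2. Weights, ossification and gene ontology terms were not analysed here. Across 20047 transcripts, the changes under high pCO2 at 36 dph had a Spearman correlation of -0.547 with the change of ambient larvae from 13 to 36 dph, computed so that no larva entered both. The prediction for faster development, written before, was a positive value, and that for slower development a negative one. Each high pCO2 tank alone gave -0.189 (137), -0.676 (143) and -0.350 (148). The ambient group of 36 dph, in separate tanks, entered both changes with opposite sign. Anything that set both ambient tanks apart at that age would therefore also give a negative value. Transcripts are not independent replicates, and a tank difference could give the same value. The correlation thus cannot decide between faster and slower development. Slower development of the sampled high pCO2 larvae is only a hypothesis (-0.547), and the weights and ossification in the paper point the other way.

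The immediate-early genes Fosb, Fosl1, ATF3, Klf4, KLF2 and AREG were scored by their mean log2(CPM + 1). These 6 were listed because SI Table 6 reports them at 36 dph in these larvae. The difference of -1.49 at 36 dph is therefore given without a test. NR4A3, which was listed from SI Table 5, did not enter the score. At 6 and 13 dph the treatments differed by 0.0647 (exact permutation test, p = 0.331) and 0.1503 (exact permutation test, p = 0.337). Leaving out the deepest ambient libraries of 36 dph left a difference of -1.50. At 36 dph, 0 of the 5 tank means lay within the range of the other treatment, and ambient larvae rose by 1.45 from 13 to 36 dph, but the choice of genes favours both values, so neither handling of the tanks nor development could be excluded (1.45).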
